# Sex Differences in Mouse Popliteal Lymph Nodes

**DOI:** 10.1038/s41598-018-37175-5

**Published:** 2019-01-30

**Authors:** Riva Dill-Garlow, KuanHui Ethan Chen, Ameae M. Walker

## Abstract

Females have more robust immune responses than males, well-illustrated by the degree of inflammation elicited during delayed-type hypersensitivity (DTH) responses. Here, we have investigated underlying sex differences that may contribute to differential footpad DTH responses using wildtype and four core genotypes (FCG) mice and popliteal lymphnode cellularity and gene expression. DTH responses in XX and XY FCG females showed no role for almost all genes expressed on sex chromosomes. After then filtering-out genes differentially expressed between XX and XY females, only one gene was sexually differentially expressed in wildtype mice, glycosylation-dependent cell adhesion molecule 1 (Glycam1), expressed 7-fold higher in females. Glycam1 facilitates leukocyte entry through high endothelial venules. Consistent with greater Glycam1 expression, female nodes contained twice as many cells. While females had more memory T cells in their nodes, males had a higher percentage of T regulatory cells. This sexual dimorphism in wildtype animals manifested pre-pubertally, was enhanced post-pubertally, and was eliminated by castration. The formation of male gonads is determined by the expression of Sry. Sry overexpression, which does not affect testosterone levels, produced an exaggerated male phenotype. We conclude that Sry expression through formation of the male gonad indirectly negatively impacts the potential for local inflammation.

## Introduction

Generally, females are considered to have stronger cell-mediated immune responses compared to males. For example, studies have reported the mortality rate from tuberculosis in women as half that in men^1,2^. When comparing the sexes for their ability to spontaneously clear Hepatitis C virus during acute infection, a process known to be reliant on cytotoxic CD8+ T-cells^3^, women were found to be more likely to clear the virus^4^. Experimentally, others have shown that female mice survive longer than males when infected with *Mycobacterium marinum*^5^. Although these and other studies provide documentation of sexual dimorphism in T cell-mediated immune responses, relatively little is known about causal factors for these acute responses or differences between the sexes that exist at steady state.

In a previous publication, we showed that female mice exhibit larger T cell-mediated delayed-type hypersensitivity (DTH) responses when compared to male mice^6^. However, contrary to expectations, ovariectomy increased, and estradiol replacement suppressed, the response. Also, others determined that administration of testosterone to castrated mice had only minimal suppressive effects on DTH responses^7^. Thus, reversible effects of the sex steroid hormones do not seem to be key to the greater DTH responses in females. Other effects of sex steroids can occur pre-pubertally and are permanent^8^ and these have not been examined in the context of DTH responses. It is also possible that additional factors, such as differential expression of genes on the X and Y chromosomes, could be important.

A model system that allows a determination of the separate roles of gonadal hormones and almost all X and Y genes is the Four Core Genotypes (FCG) mouse. In this model, the *Sry* gene, which is responsible for development as a male, has been deleted from the Y chromosome (Y-) and reintroduced as a transgene onto an autosome. This allows *Sry* to segregate independently from the Y- chromosome. By breeding these males (XY-*Sry*+) to wildtype XX females, four offspring genotypes are produced: XY-*Sry*+ (abbreviated XYM), XX*Sry*+ (abbreviated XXM), which are both gonadally male, and XY- (abbreviated XYF) and wildtype XX (XXF), which are both gonadally female^8^. By comparing XXM with XXF one can determine the role of gonadal hormones, and by comparing XYF with XXF one can determine the role of genes found on the sex chromosomes. This latter is true for all genes except *Sry* since maleness is absolutely dependent on the presence of *Sry*.

More recent analysis of the model has determined that there are 12–14 copies of the *Sry* gene inserted onto chromosome 3^9^. As a result, Sry is overexpressed in FCG male tissues (XYM and XXM) compared to wildtype males of the same strain. The increased copy number and overexpression of the gene provided a means to study the effects of *Sry*. Importantly for later discussion of results, although *Sry* is overexpressed in the male FCG mice, there is no difference in circulating testosterone levels between adult FCG and wildtype males^10^.

We report substantial differences in numbers of total cells, memory T cells, and T regulatory cells in the lymphnodes of wildtype males and females and that neither organizational effects of the sex steroids nor the expression of almost all genes on the sex chromosomes contribute to this sex difference. Rather, the sex difference is the indirect result of Sry expression in male gonads.

## Results

A footpad DTH response involves a major influx of cells, many of which come via lymphnodes in the region. Cells infiltrating the challenge site include NK cells, neutrophils and T cells^11^. Given the increased T cell mediated DTH response to *Candida albicans* in female compared to male mice, we asked whether female and male lymphnodes differed in their expression of genes relevant to cell recruitment. 

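Popliteal lymphnodes from mice at 5 months of age were sequenced in 3 groups: 6 wildtype females, 6 wildtype males and 3 SryHi males, which are the FCG XY-Sry+ males that overexpress Sry. The RNA of each group was pooled into 1 library, so a gene has 1 value per group and there is no replicate check on any difference. Whole nodes were used, with stroma and parenchyma together. Ribosomal RNA was removed, and the stranded libraries were read from both ends with 50 bases per mate. The authors aligned the reads with HiSat2 and estimated gene levels with Cufflinks and Cuffdiff as FPKM, the count of fragments scaled by transcript length and by the mapped fragments of the library. They deposited 1 table for females and males and 1 for SryHi and wildtype males, and the wildtype male library stands in both. Each table has 48808 entries under 48568 gene symbols on the mm10 build, with the FPKM of each library and the authors' log2 fold change, p-value, q-value and call. The files give no read counts. The most common low value of FPKM times length was taken as that of 1 fragment. It put the depth at about 5.9e+06 fragments in the female library, 6.7e+06 in the wildtype male library and 5.3e+06 in the SryHi male library. In the same order, 15367, 15325 and 15457 genes reached 1 FPKM. Very short genes hold most of the FPKM total: Ighj1 and Ighj4, joining segments of the immunoglobulin heavy chain, made up 72.6% of it in females, 75.8% in wildtype males and 35.4% in SryHi males. Protein-coding genes summed to 350811, 371301 and 368462 FPKM in the 3 libraries, and the FPKM values were therefore compared as deposited. For each comparison, the log2 ratio of FPKM + 1 was taken for genes with a mean of at least 1 FPKM in the pair of libraries, a scale that understates the change of genes with low values. Gene lists, 33 in all, were fixed before the data were examined. The median ratio of a list was placed among those of 10000 random lists of the same size and similar FPKM, as a description of these libraries and not as a test between mice.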

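Y-linked genes and Xist set the female library apart from both male libraries. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, which act in RNA unwinding, histone demethylation and translation, were listed at 0 in females. In wildtype males they had 34.2, 32.5, 30.8 and 51.6 FPKM, and in SryHi males 44.6, 45.0, 33.0 and 81.6 FPKM. Xist, the RNA that coats the inactive X chromosome, had 395 FPKM in females, 0.233 FPKM in wildtype males and 0.139 FPKM in SryHi males. Sry was listed at 0 in both wildtype libraries. All 12 measured genes of a list of X-inactivation and escape genes were higher in the female than in the wildtype male library. The median log2 ratio of this list was 0.32, above 99.55% of the random lists. Kdm6a, an X-linked histone demethylase that escapes X inactivation, had 40.5 FPKM in females and 22.6 FPKM in wildtype males, a log2 ratio of 0.82. Eif2s3x, the X-linked partner of Eif2s3y, had 54.4 and 34.2 FPKM, a log2 ratio of 0.65, and the helicase gene Ddx3x had a log2 ratio of 0.26. The escape genes did not set females apart from SryHi males in the same way. In SryHi males over wildtype males the list had a median of 0.25, and Ddx3x had 182 FPKM against 147 FPKM in females. In the authors' deposited table for females and males, the 4 Y-linked genes and the Y-linked non-coding Gm29650 were called lower in females. The same table of the authors called 5 X-linked genes higher and 2 lower in females. Of the genes called higher, Zxdb, a zinc finger gene with 13.7 FPKM in females and 3.53 FPKM in wildtype males, was the only protein-coding one on X. Armcx4, which was chosen for mention after its values were seen, had 3.34 FPKM in females and 11.0 FPKM in wildtype males. Xist was not called in the authors' deposited table, at p = 0.0837.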

Because males and females possess different sex chromosomes and have many genes that differ in expression as a result, there was potential in this analysis for a significant amount of distracting information. To focus the analysis, we asked whether there was a difference in the DTH response between ovariectomized XX (wildtype) females and FCG XY- females. i.e. between phenotypically female animals with a different sex chromosome complement. As shown in Fig. 1a, there was no difference in the DTH response, allowing us to conclude that almost all genes coded for on the sex chromosomes were not relevant to the male/female difference in the DTH response. These genes could therefore be filtered out from among those that differed between wildtype male and female popliteal lymphnodes. For context, also shown in Fig. 1b,c are DTH responses in XY and XX FCG males and wildtype mice. This confirms previously published data illustrating the male-female difference and also that the FCG male phenotypes have a lower response than wildtype mice.

**Figure 1:**
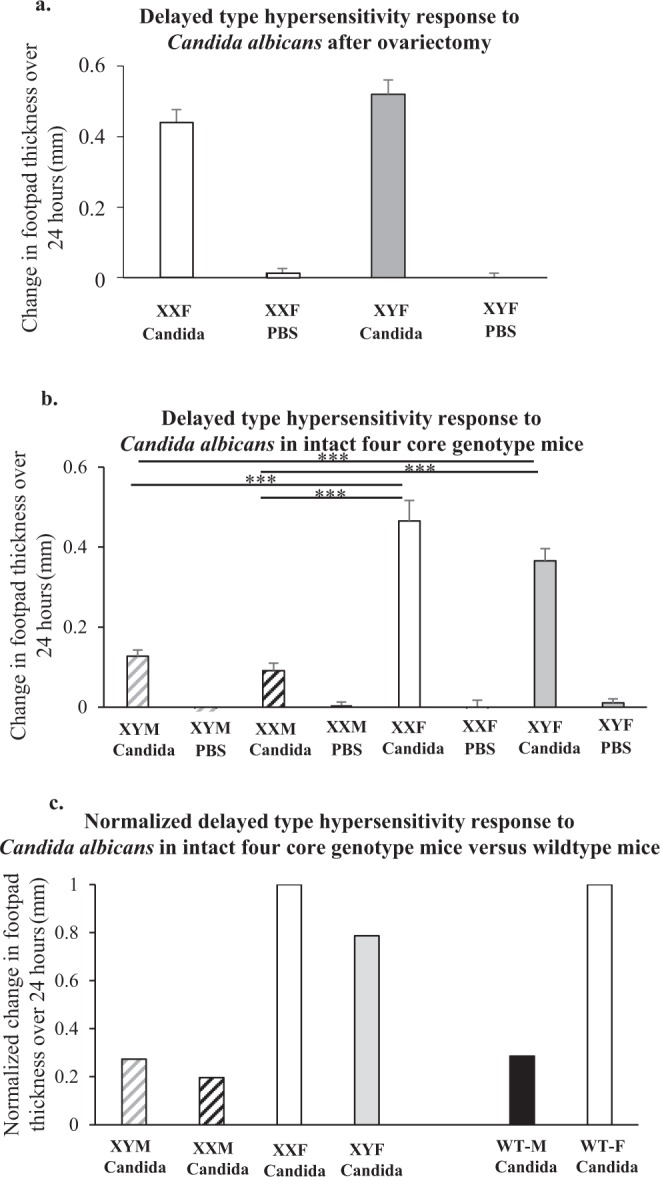
Delayed-type hypersensitivity response to *Candida albicans*. Data show the change in footpad swelling in mm over 24 hours for mice sensitized with *Candida albicans* (ovariectomized FCG-XXF n = 9, and ovariectomized FCG-XYF n = 10 (**a**)), (FCG-XYM n = 20, FCG-XXM n = 26, FCG-XXF n = 18, FCG-XYF n = 24 (**b**))or DPBS (ovariectomized FCG-XXF n = 11, and ovariectomized FCG-XYF n = 9 (**a**)), (FCG-XYM n = 10, FCG-XXM n = 22, FCG-XXF n = 6, FCG-XYF n = 16 (**b**)) and challenged with *Candida albicans* purified protein. Panel c is all FCG data normalized to FCG-XXF = 1, and wildtype B6 male normalized to wildtype B6 female = 1. Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.01, ***P < 0.001.

### RNA sequencing of lymph nodes

Sequencing of RNA from lymphnodes of intact wildtype males and females, as well as FCG XY and XX females, showed differential expression of only 1 gene after filtering out those differentially expressed between XXF and XYF. This was glycosylation dependent cell adhesion molecule 1 (Glycam1). 

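Before the filter by XXF and XYF nodes, which were not analysed here, the authors' deposited table for wildtype females and males called 56 genes at a fold above 2. Glycam1 was the only protein-coding gene on an autosome among the 27 genes this table called higher in females. Of these 27, 24 were listed at 0 in wildtype males: 13 pseudogenes, 6 non-coding RNAs and 5 segments of T cell receptor or immunoglobulin genes such as Traj12 and Igkv1-132. The 29 genes that the authors' table called lower in females held 18 protein-coding genes, 9 of them on autosomes. Most of these 9 are known from granulocytes, mast cells or macrophages; Cd5l, Hmox1, Sdc3, Slc40a1 and Slpi were chosen for mention after their values were seen. S100a8 and S100a9, calcium-binding proteins abundant in neutrophils, had 23.4 and 20.2 FPKM in females and 141 and 117 FPKM in wildtype males. Slpi, a secreted inhibitor of neutrophil proteases, had 23.5 and 186 FPKM. Hmox1, which breaks down haem, had 17.3 and 72.6 FPKM, and Slc40a1, which exports iron from cells, had 10.5 and 31.7 FPKM. Marco, a scavenger receptor of macrophages, had 49.3 and 137 FPKM, and Cd5l, which macrophages secrete, had 2.06 and 23.5 FPKM. The mast cell protease gene Mcpt4 had 31.8 and 87.9 FPKM, and Sdc3, a heparan sulfate proteoglycan of the cell surface, had 16.8 and 40.9 FPKM. In SryHi males S100a8, S100a9, Slpi and Hmox1 had 41.2, 23.3, 10.9 and 21.5 FPKM, so that at the deposited scale the wildtype male library stands apart from both others in these 4 genes; Marco had 170 FPKM. Ighg1, a constant region gene of immunoglobulin G, had a log2 ratio of -2.87 in females to wildtype males and was 1 of 8 immunoglobulin genes called lower in the authors' table. The same table called 4 genes of the mitochondrial genome lower, among them mt-Co2 with 44.9 and 4563 FPKM and mt-Co3 with 32.4 and 3822 FPKM. Both have a nearly identical copy on chromosome 1, and mt-Nd1, which has none, had 4137 FPKM in females and 3175 FPKM in wildtype males. By the FPKM values alone, 440 of 15523 genes were at least 2-fold higher in females and 430 at least 2-fold lower. Among 12224 protein-coding genes with transcripts of at least 300 nt, a limit chosen after the values were seen, 97 were higher and 189 lower; in simulated libraries with counting noise alone, 7 and 4 of 12003 such genes passed.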

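Glycam1, a mucin-like glycoprotein made by high endothelial venules, had 1098 FPKM in wildtype females and 129 FPKM in wildtype males. Females had 8.49 times the wildtype male FPKM, a log2 ratio of 3.08. Other genes of the high endothelial venules showed no such difference: over the other 19 measured, the median log2 ratio was -0.06, with quartiles of -0.31 and 0.23. Of these, 8 lay above 0 and 11 below. Only Ubd, a ubiquitin-like protein, was at least 2-fold higher in females, with 33.1 and 12.5 FPKM. The list is not particular to these venules, since Emcn, for instance, is also in the list of blood endothelial genes. Enzymes that build the sugars carried by such mucins went both ways in log2 ratio: 0.47 and 0.22 for the sulfotransferases Chst4 and Chst2, -0.13 and -0.06 for the fucosyltransferases Fut7 and Fut4, and 0.27 and -0.32 for the glycosyltransferases Gcnt1 and B3gnt3. The adhesion gene Vcam1 had 50.6 FPKM in females and 78.6 FPKM in wildtype males. A list of lymphocyte homing chemokine and adhesion genes had a median of -0.12 over 17 genes, at percentile 4.21 of the random lists and so inside their central 95%. These 17 leave out the chemokine genes Ccl21a, Ccl21b and Ccl21c, listed at 0 in every library, and Ccl19, under 1 FPKM. The list therefore says nothing about these chemokines. The Glycam1 gene (ENSMUSG00000022491.4) lies on the minus strand of chromosome 15 of GRCm38 from 103562759 to 103565081. The authors' deposited table gives Glycam1 a log2 fold change of 3.09, with p = 5e-05 and q = 0.0177 from Cuffdiff. These are the smallest p-value and q-value in it. Other genes can share them, so they do not rank Glycam1 above the other calls. The spread that the authors' table implies for this gene corresponds to a fold between 5.28 and 13.7, and it comes from the Cuffdiff model and not from replicate pools. Among 9140 protein-coding genes with transcripts of at least 300 nt and a mean of at least 5 FPKM, limits chosen after the values were seen, Glycam1 had the rank 3. The 2 above it were the histone genes Hist1h3h and Hist1h2ai, which package newly copied DNA, with log2 ratios of 4.02 and 3.58.

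**Figure D1:**
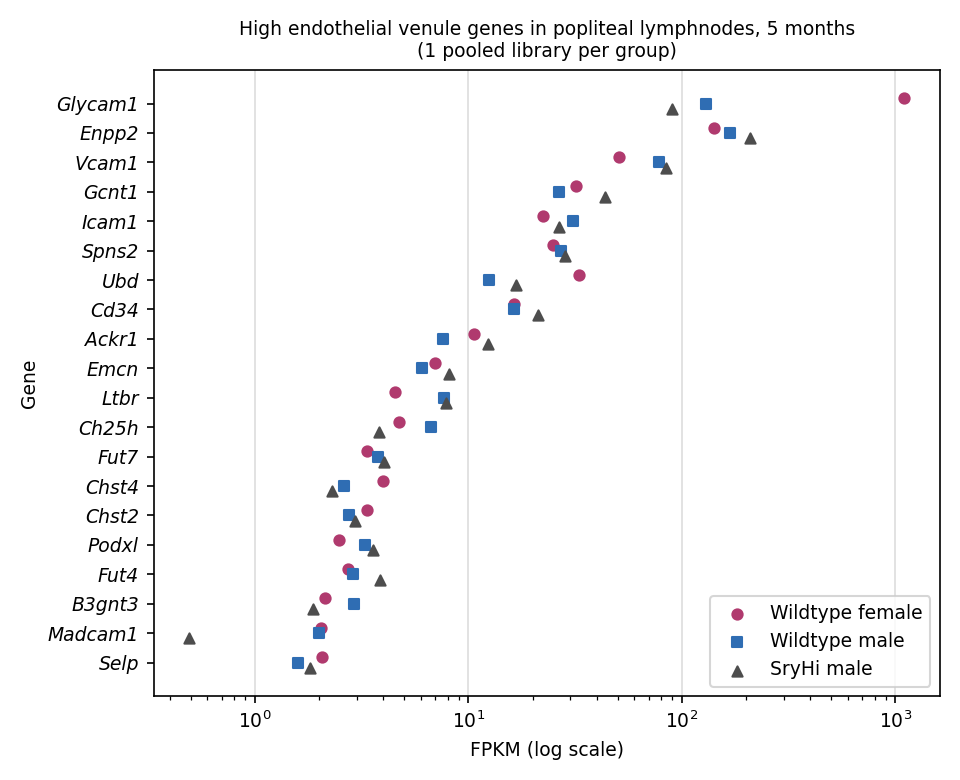
FPKM, on a log scale, of the 20 measured high endothelial venule genes in the wildtype female (circles), wildtype male (squares) and SryHi male (triangles) libraries, 1 pooled library per group. Glycam1 in females sits at 1098 FPKM, far to the right of both male libraries, while for most other genes the symbols lie close together; Madcam1 is lowest in SryHi males at 0.493 FPKM.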

Females expressed 7-fold higher levels of this gene (Table 1). Glycam1 expression is important to function of the high endothelial venules of lymph nodes^12^ Glycam1 supports T cell rolling in shear flow^13^ and binds to CD62L (L-Selectin), an adhesion molecule expressed on lymphocytes and important for their entry into secondary lymphoid tissues^14^.

**Table 1:** RNAseq analysis of GlyCAM-1 expression in lymphnodes of 5-month old wildtype males and females and males overexpressing Sry (SryHi).

GlyCAM-1	Fragments Per Kilobase of transcript per Million mapped reads
WT Female	1098
WT Male	129
SryHi Male	*90

*Not statistically different from wildtype males. N = 6 animals per category for WT Female and WT Male. N = 3 animals for SryHi Male.

### Sexual dimorphism in lymphnode cellular content in wildtype mice

Given the sex-based difference in Glycam1 expression, we asked whether higher Glycam1 expression in females was associated with an increase in cellularity in the lymphnode in the absence of any local immune challenge. Popliteal lymphnodes from five-month old females were larger and had twice as many cells as in males (Fig. 2a). Male mice at 5 months of age weighed 28.5 ± 1.6 grams and females weighed 22.3 ± 1.6 grams. The data in Fig. 2a are not normalized, but normalization to body weight would amplify the sex difference. Analysis of glycam1 peptidoglycan released from popliteal nodes into medium showed the average amount released by female nodes (309.43 ± 200.2 pg/ml) to be 3.5 fold the average released by male nodes (89.3 ± 55.2 pg/ml). However, even though the trend was consistent with the mRNA data, this difference was not statistically significant.

**Figure 2:**
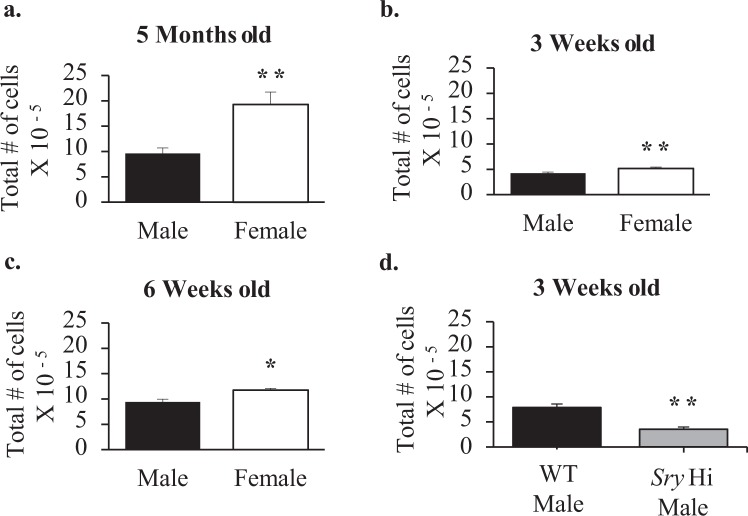
Total number of cells in the popliteal lymph nodes of wildtype and Sry Hi mice. Results shown are the average total number of cells counted per two popliteal lymph nodes of wildtype males and females at (**a**) 5 months of age (Male n = 4 Female n = 4), (**b**) 3 weeks of age (Male n = 4 Female n = 4), and (**c**) 6 weeks of age (Male n = 4 Female n = 4). Panel d compares wildtype (n = 5) and Sry Hi (n = 3) males at 3 weeks of age. Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.03, ***P < 0.001.

### Lymphnode cell number sexual dimorphism as a function of maturity

Although in mice the first vaginal cornification, an indication of ovulation, does not occur until 34–36 days of age^15^, female mice are physiologically affected by circulating estrogens as early as 24 to 26 days of age, as evidenced by vaginal opening^16^. We therefore chose 21 days of age to determine whether there were any pre-pubertal sex differences in the popliteal lymphnodes. Even at this age, mice exhibited sex differences. Three-week old female mice had 25% more cells than males (Fig. 2b). Among these, there were 20% more T cells (CD3+), 15% more CD4+ T cells and 30% more CD8+ T cells than males (Fig. 3a–c). Three-week old males also had a 20% higher percentage of CD4+ cells that were T regulatory (CD25+/FOXP3+) (Fig. 3d).

**Figure 3:**
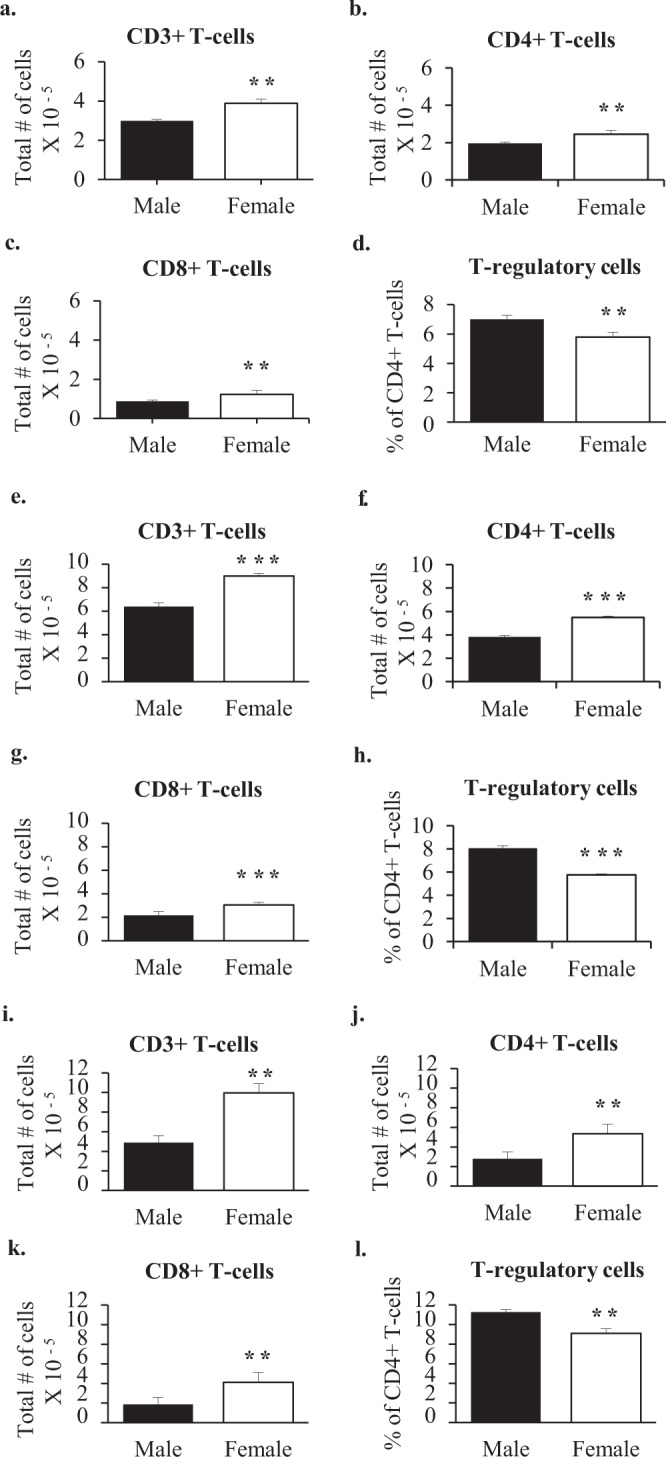
T cells in the popliteal lymph nodes of 3 week old, 6 week old, and 5 month old wildtype mice. Shown are the average total numbers of T cells, CD4+ T cells, CD8+ T cells, and % of CD4+ T cells that were T regulatory (CD25+/FOXP3+) per two popliteal lymph nodes of 3- week old (Male n = 4 Female n = 4) (**a**–**d**), 6-week old (Male n = 4 Female n = 4) (**e**–**h**), and 5-month old (Male n = 4 Female n = 4) (**i**–**l**) males and females. Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.03, ***P < 0.01.

At 6 weeks of age, the sex difference in the popliteal lymph nodes was increased. Although female mice still had 25% more cells (Fig. 2c), among these there were now 40% more T cells, 45% more CD4+ T cells, and 40% more CD8+ T cells (Fig. 3e–g). Males had an even higher percentage of CD4+ cells that were T regulatory, i.e. a 40% higher proportion than that observed in females (Fig. 3h).

At 5 months of age, the sexual dimorphism in the popliteal nodes increased still further. Females had 105% more T cells (CD3+), 90% more CD4+ T cells, and 120% more CD8+ T cells. Males maintained a higher percentage of CD4+ cells that were T regulatory, although the relative difference compared to the proportion of T regulatory cells in females decreased from 40% to 20% (Fig. 3i–l).

### Pre-pubertal sexual dimorphism is regulated by *Sry*

Although use of the two female genotypes in the FCG model allowed us to eliminate most genes on the X and Y chromosomes as being important to sexual dimorphism in the DTH response, there is one gene on the Y chromosome, *Sry*, that is responsible for producing a male phenotype and hence cannot be isolated from other aspects of maleness. To determine whether Sry expression contributed to the pre-pubertal establishment of sexual dimorphism in the popliteal lymph node, we compared wildtype males with males overexpressing Sry (FCG XY-*Sry*+) at 3 weeks of age. At this age, wildtype males had twice as many cells in their popliteal lymph node compared to Sry overexpressing males (Fig. 2d). There were 4 times as many T cells, 3 times as many CD4+ T cells, and 15 times as many CD8+ T cells in wildtype males (Fig. 4a–c). Sry over-expressing males also had 65% higher percentages of CD4+ cells that were T regulatory cells (Fig. 4d). However, overexpression of Sry did not produce a significant change in the level of expression of Glycam1, although the trend was towards reduced expression (Table 1).

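In the SryHi male nodes behind Table 1, taken at 5 months, Sry had 20.8 FPKM, and it was listed at 0 in wildtype males. Sry encodes the transcription factor that starts testis development. Its normal place is on the Y chromosome of GRCm38, from 2662471 to 2663658. In FCG mice, by the paper's account, it was deleted there and put back as a transgene on an autosome. Glycam1 had 89.8 FPKM in SryHi males, a log2 ratio to wildtype males of -0.52; rescaling each library to TPM, which raised the ratios of this comparison, turned it above 0 but left it below the median of all genes. T cell genes were also lower at the deposited scale, and above 0 but below the median of all genes after the same rescaling: 19 of 20 lay below 0, and their median of -0.50 was below all of the random lists. Other lists were low in the same library, with medians of -0.43 for ribosomal protein genes, -0.56 for immediate early and heat shock genes and -1.75 for neutrophil genes, the first 2 above 0 but below the median of all genes after rescaling. The T cell receptor subunit genes Cd3d, Cd3e and Cd3g had log2 ratios of -0.90, -0.52 and -0.51, Cd8a had -0.44, and Cd4 was the exception at 0.17. Of 10 T regulatory cell genes, 5 lay above 0 and 5 below; their transcription factor gene Foxp3 had 4.26 FPKM in SryHi males, a log2 ratio of 0.37. Genes of cytotoxic and NK cells had a median of 0.42, and interferon response genes one of 0.47, at percentiles 99.18 (91.45 after rescaling, inside the central 95%) and 99.99. Genes of adipocytes, the cells of fat tissue, had a median of 1.05 with 9 of 15 at least 2-fold higher, and 0.32 among those with a mean of at least 5 FPKM. The authors' deposited table for SryHi and wildtype males called 22 genes at a fold above 2, of which 8 were higher and 14 lower in SryHi males. Besides Sry, the genes called higher in the authors' table included Tlr7, a sensor of single-stranded RNA (68.1 and 16.9 FPKM in SryHi and wildtype males), and the immunoglobulin receptor gene Fcgr4 (32.5 and 4.80 FPKM). Tlr7 is 1 of 8 neighbouring genes at the end of the X chromosome that were all higher in this library. Called lower in the authors' table were Slpi, with 10.9 FPKM in SryHi males, and the chemokine gene Ccl8, with 67.7 and 210 FPKM; its log2 ratio of 0.034 after rescaling lay below the median of all genes on that scale, 1.37. Of the 22 genes, 11 were also called in the comparison of females with wildtype males, each of them highest in the wildtype male library that both comparisons share. For Glycam1 the authors' deposited table gives p = 0.121, q = 0.999 and no call, and the spread it implies covers 0.438 to 1.10 times the wildtype male level. Among 979 genes with transcripts of 500 to 800 nt and a mean of at least 5 FPKM, the length class of Glycam1, 17.2% had a lower ratio than Glycam1. The rescaling to TPM moved the median of all genes to 1.37, and on that scale Glycam1 had a log2 ratio of 1.12 and the T cell genes a median of 1.07, both below that median.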

**Figure 4:**
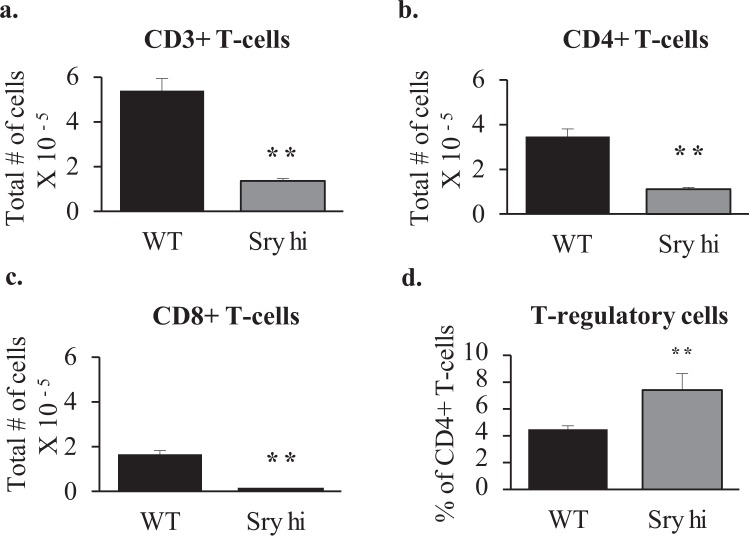
T cells in the popliteal lymph nodes of wildtype males and *Sry* overexpressing males at 3 weeks of age. Shown are the average total numbers of (**a**) T cells, (**c**) CD4+ T cells (**c**) CD8+ T cells, and (**d**) % of CD4+ T cells that were T regulatory (CD25+/FOXP3+) per two popliteal lymph nodes of wild type males (WT n = 5) and *Sry* overexpressing males (*Sry* Hi n = 3). Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.03, ***P < 0.01.

### Sexual dimorphism in wildtype young adults is regulated by male gonadal secretions

The results in Figs 2 and 3 show that the degree of sexual dimorphism increased from 3 to 6 weeks of age. During this period, mice enter puberty and thus are exposed to adult levels of gonadal hormones^17^. To determine whether male or female gonadal hormones were responsible for the increasing dimorphism, gonadectomies or sham surgeries were performed on mice at 3 weeks of age and the cellular makeup of the popliteal lymph nodes determined at 6 weeks of age. CD4+ and CD8+ T cell numbers in the popliteal lymph nodes of ovariectomized mice were not different from sham operated female mice (Fig. 5a,b). By contrast, cell numbers increased in castrated mice to attain female numbers (Fig. 5c,d). This result tells us that the effect of Sry expression is mediated through effects on the gonads and not through direct effects on the lymphnode. This is particularly important for interpretation of the Sry overexpression result since overexpression can produce extraneous expression.

**Figure 5:**
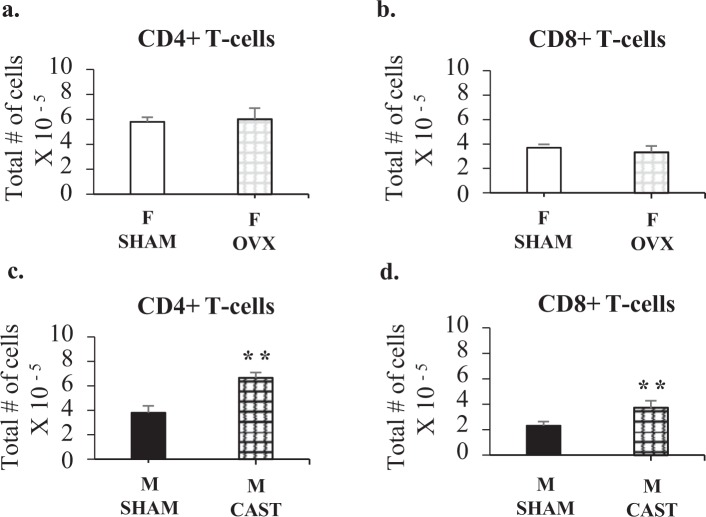
T cell numbers in the popliteal lymph node of 6-week old wildtype mice with either gonadectomy or sham surgery. Shown are the average total numbers of (**a**,**c**) CD4+ T-cells, (**b,d**) CD8+ T-cells per two popliteal lymph nodes of 6-week old females with sham surgery (F SHAM n = 5), females with ovariectomy (F OVX n = 5), males with sham surgery (M SHAM n = 5), or males with castration (M CAST n = 7) at 3 weeks of age. Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.03, ***P < 0.01.

### CD62L Expression on CD4+ T cells and CD8+ T cells in wildtype mice

CD62L is a cell adhesion molecule that binds to Glycam1. Females had more CD4+ and CD8+ T cells that were also CD62L+ at both 3 (Fig. 6a,b) and 6 weeks of age (Fig. 6c,d). The degree of difference between males and females was very similar to the degree of difference in total CD4+ and CD8+ cells i.e. most CD4+ and CD8+ cells were also CD62L positive. At neither 3 nor 6 weeks of age did the level of CD62L expressed per CD4+ (Fig. 6e,g), or CD8+ T cell (Fig. 6f,h) differ on the basis of sex, as assessed by mean fluorescence intensity.

**Figure 6:**
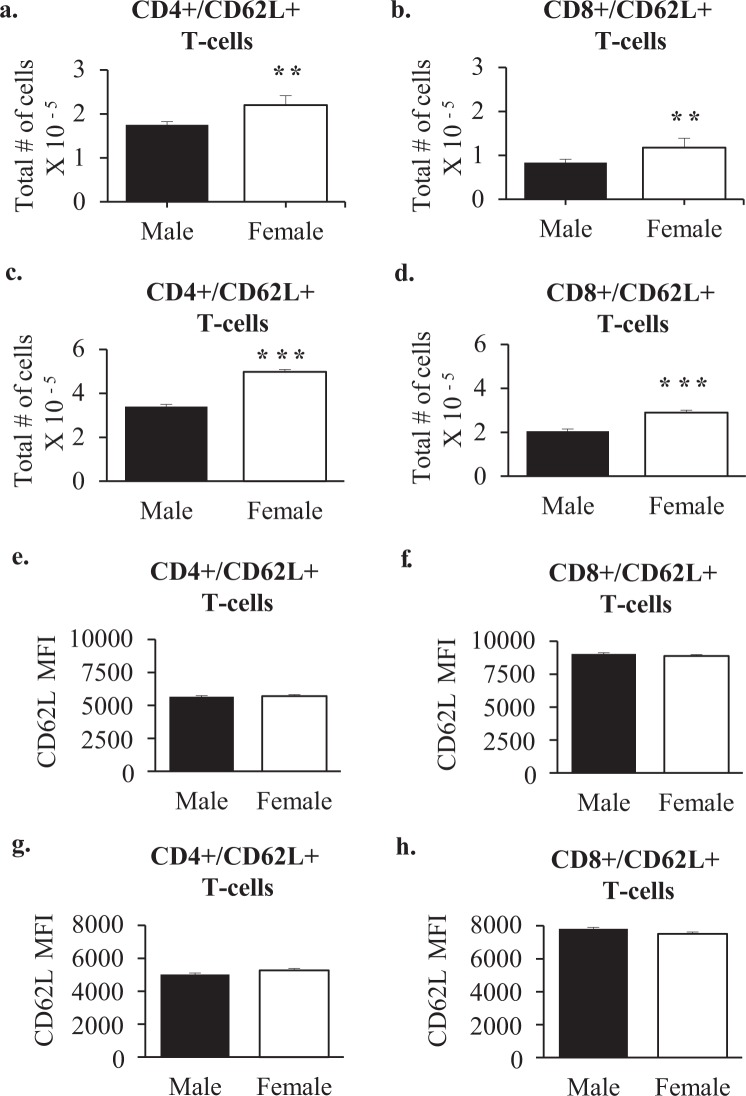
CD62L+ T cells in the popliteal lymph nodes of 3- and 6-week old wildtype mice. Shown are the average total numbers of CD4+/CD62L+ T cells and CD8+/CD62L+ T-cells, per two popliteal lymph nodes of 3-week old (Male n = 4 Female n = 4) (**a**,**b**) and 6-week old (Male n = 4 Female n = 4) (**c**,**d**) males and females, and CD62L Mean Fluorescence Intensity (MFI) on the same cell types in the popliteal lymph nodes of 3-week old (**e**,**f**) and 6 week old (**g**,**h**) males and females. Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.03, ***P < 0.01.

### Memory T cells in the popliteal lymphnode of wildtype mice

Of relevance to an effective local response to any antigen challenge is the relative number of memory T cells. Females had about 5 times as many CD4+ central memory cells defined as (CD4+/CD44+/CD62L+)^18^ (Fig. 7a) and 4 times as many CD8+ central memory cells defined as (CD8+/CD44+/CD62L+)^18^ (Fig. 7b) than males. In a second set of experiments using CCR7 as an additional marker, there were about 4 times as many CD4+ central memory cells (Fig. 7c) and about 50% more CD8+ central memory cells (Fig. 7d), although the latter difference was not statistically significant. Thus, accumulation of central memory T cells in females was proportionally greater than for total T cells (compare with Fig. 3j,k) for both CD4+ and CD8+ using CD44 and CD62L as markers of central memory and for only CD4+ using the additional CCR7 surface marker.

**Figure 7:**
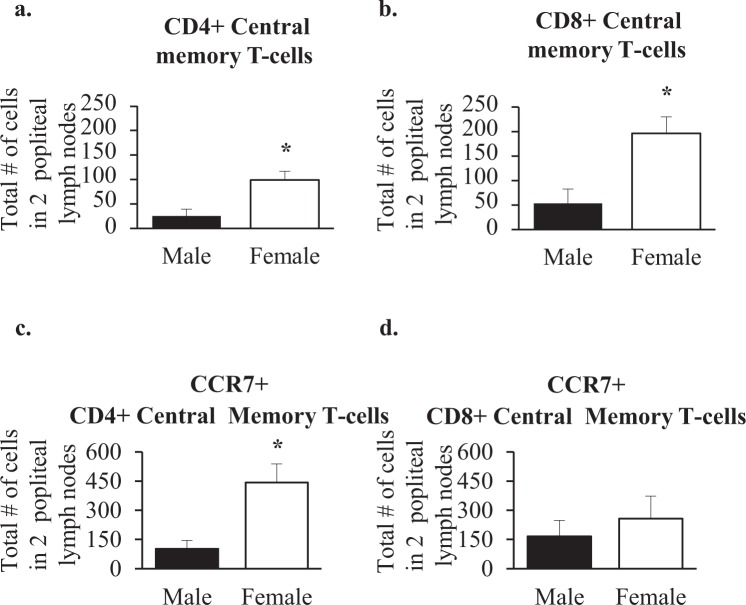
Central memory T cells in the popliteal lymphnode of wildtype mice. Shown are average numbers of CD4+ (**a**,**c**) and CD8+ (**b**,**d**) memory T cells per two lymph nodes of 5-month old male and female animals (Male n = 3 in A and B, and n = 5 in c and d, Female n = 3 in a and b, and n = 5 in c and d). Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05.

### Sexual dimorphism in the inguinal lymphnode and the spleen of wildtype mice

To determine whether the sexual dimorphism was specific to the popliteal lymphnode, similar analyses of the inguinal node were performed at 5 months of age. Figure 8 shows the results for CD3+ (A), CD4+ (B), and CD8+ (C) cells, which were all higher in females, and T regulatory cells (D), which were higher in males. i.e. a very similar pattern to the popliteal was observed for the inguinal lymphnode. By contrast, there was no sex difference in any of these measures in the spleen (Fig. 8e–h).

**Figure 8:**
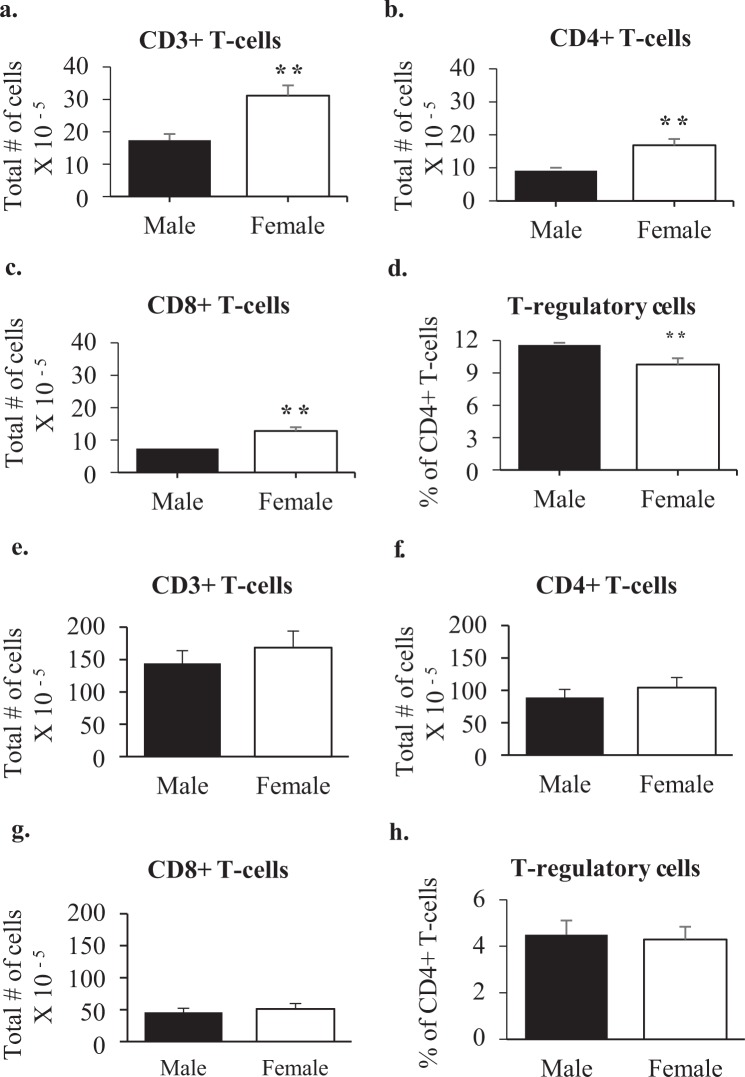
T cell numbers in the inguinal lymphnodes and spleen of 5-month old wildtype males and females. Shown are the average total numbers of T cells (**a**,**e**), CD4+ T cells (**b**,**f**), CD8+ T cells (**c,g**), and % of CD4+ T cells that were T regulatory (CD25+/FOXP3+) (**d**,**h**) per two inguinal lymph nodes (Male n = 4 Female n = 4) (**a**–**d**) and spleen (Male n = 4 Female n = 4) (**e**–**h**) of 5-month old males and females. Mann-Whitney statistical analysis was performed and significance was designated as follows: *P < 0.05, **P < 0.03, ***P < 0.01.

## Discussion

Delayed-type hypersensitivity responses to *Candida albicans* are T cell-mediated immune responses. Mice are sensitized by intradermal injection of *Candida albicans*. Antigen-presenting cells digest and display *Candida* peptides on MHC molecules to T cells. Presentation, in combination with induction of co-stimulatory molecules, activates T cells and leads to the development of specific memory T cells that then circulate and become distributed throughout tissues of the body. Upon challenge 7 days later, in this case through footpad injection of *Candida albicans* purified protein, antigen presenting cells carry processed and displayed *Candida* derivative peptides to the tissue-draining popliteal lymph nodes where they encounter the *Candida*-specific memory T cells, thereby precipitating an immune response. Activated T cells subsequently proliferate and travel to the site of challenge where they produce inflammatory cytokines and signal local endothelial cells to increase adhesion molecule expression and blood vessel permeability. Increased permeability allows plasma and circulating cells to exit the circulation, resulting in swelling of the tissue. Measurement of the inflammatory swelling indicates the robustness of the response^19^.

Previous work in the laboratory had shown that adult females have a larger response than males in both this Candida footpad and a skin contact hypersensitivity DTH assay^6^. Contrary to expectations at the time, ovariectomy increased, and administration of estradiol decreased, the responses, thereby illustrating that the increased female response was certainly not due to stimulatory effects of female gonadal hormones. Also, others had determined that administration of testosterone to castrated mice had only a minimal suppressive effect on DTH responses^7^. Thus, reversible effects of the sex steroid hormones did not seem to be relevant to the greater DTH responses in females. However, as mentioned in the introduction, some effects of sex steroids can occur pre-pubertally and are permanent^8^, and these had yet to be examined in the context of DTH responses. It was also possible that other factors, such as differential expression of genes on the X and Y chromosomes, could be important. To investigate these possibilities, we used the footpad DTH response and focused on the most important lymphnode involved, the popliteal^20^.

Differences in gene expression between males and females can arise from the expression of genes on the Y chromosome, from increased expression of genes on the X chromosome due to incomplete X inactivation, and from differences in the hormonal milieu^21^. To determine whether expression of genes on the X or Y chromosome played gonadal hormone-independent roles, we tested the DTH response in ovariectomized XXF and XYF animals. By determining that ovariectomized XXF and XYF had equivalent DTH responses, we were able to eliminate all but one of the sex chromosome genes (*Sry)* as playing a role in the differential DTH responses between males and females. This filtering process was extremely successful since only one gene remained, Glycam1.

Glycam1 has a number of functions, but in the lymphnode, where it is highly expressed, its major function is to bind CD62L on the surface of T cells^22–24^. Since female lymphnodes express around 7-fold higher levels of Glycam1 mRNA than male lymphnodes, they are equipped to encourage greater transmigration of T cells from the blood into the lymphnode. Measurement of Glycam1 peptidoglycan showed a similar trend, with the average of females being 3.5 fold the average in males. However, this difference was not statistically significant because of inter-animal variability or variability of elution into conditioned medium. Consistent with expectations based on Glycam1 expression, females maintained larger numbers of CD4+ and CD8+ T cells in their lymph nodes than males. There were no differences in CD62L expression per cell, and almost all T cells in the node expressed CD62L and so, at least for the CD62L-Glycam1 interactions, increased migration into the lymphnode in females correlates well with Glycam1 expression. Central memory T cells express CD62L and therefore home to lymphnodes^18^. There were more central memory T cells in female popliteal lymphnodes, again correlating with greater expression of Glycam1. There is no Glycam1 expression in the spleen^24^ where there were also no significant sex differences in T cell populations.

Having higher numbers of memory T cells in the female lymphnode increases the chance of there being an appropriate memory cell awaiting antigen presentation after challenge, thereby resulting in the opportunity for more robust responses in females.

T regulatory cells suppress immune responses, making their proportion in relation to other T-cells more demonstrative of their physiologic role rather than their total numbers^25,26^. By determining the percentage of CD4+ cells that were T regulatory, we found that males had a higher percentage in the node. Therefore, not only do males have fewer T cells in the node, but a larger proportion of them are capable of dampening a response. Both of these findings likely contribute to the less robust response in males.

At 3 weeks of age and therefore prior to the onset of puberty, sexual dimorphism of the popliteal lymph node was already in place, albeit to a smaller degree for CD4+ and CD8+ T cell numbers than was found in adults. This pre-pubertal sexual dimorphism is to some extent dependent on *Sry* expression since overexpression of Sry produced an exaggeration of the normal dimorphism, reducing T cell numbers over wildtype males and increasing the percentage of CD4+ cells that were T regulatory. However, exaggeration of the male cellular phenotype was not accompanied by a significantly lower level of expression of Glycam1, although the trend was towards lower expression in the Sry overexpressing animals. It therefore appears that Glycam1 is important, but may not be the only factor involved even though it was the only gene differentially expressed in lymphnodes between males and females. 

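T cell genes were higher in the wildtype female library than in the wildtype male library, and genes of stroma, vessels, granulocytes and macrophages were lower. All 20 T cell genes had a log2 ratio above 0, with a median of 0.41 that exceeded all of the random lists. Lef1, a transcription factor of naive T cells, had a log2 ratio of 0.62, the T cell adaptor gene Trat1 1.43, and Cd8b1, a subunit of the CD8 coreceptor, 0.67. Cd4 and Cd3e were almost level, at 0.02 and 0.01. Lymph node stromal genes had a median of -0.41, with 12 of 15 below 0: Col1a1, a chain of type I collagen, had 7.22 FPKM in females and 15.7 FPKM in wildtype males, and Cxcl13, the chemokine of B cell follicles, had 155 and 216 FPKM. All 8 lymphatic endothelial genes lay below 0, with a median of -0.69; Lyve1, a hyaluronan receptor of lymphatic vessels, had 18.8 and 45.6 FPKM. Blood endothelial genes had a median of -0.41, with 13 of 17 below 0, while the high endothelial venule list had a median of -0.03, inside the central 95% of the random lists. Of the measured cell type lists, neutrophil genes were furthest apart, with a median of -2.21 and 11 of 13 at least 2-fold lower in females; SryHi males were low too, at -1.75, so the wildtype male library stands apart from both others. Immediate early and heat shock genes were low beside them, at -0.66 in females. Ngp, a neutrophil granule protein, had 3.01 and 29.8 FPKM. Mast cell genes had a median of -0.89 and macrophage and monocyte genes one of -0.43. B cell genes had a median of -0.09, T regulatory cell genes 0.25 and naive and central memory T cell genes 0.11, each inside the central 95%. Lists are not independent of one another, since the level of every gene is relative to the rest of its library, and each median describes 1 pool of mice per group. Rescaled to TPM, which moved the median of all genes to -0.19, the T cell genes had a median of 0.13 and the stromal genes one of -0.63. From the SryHi males, in which it found fewer T cells without a significant change in Glycam1, the paper proposes that Glycam1 may not act alone.

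**Figure D2:**
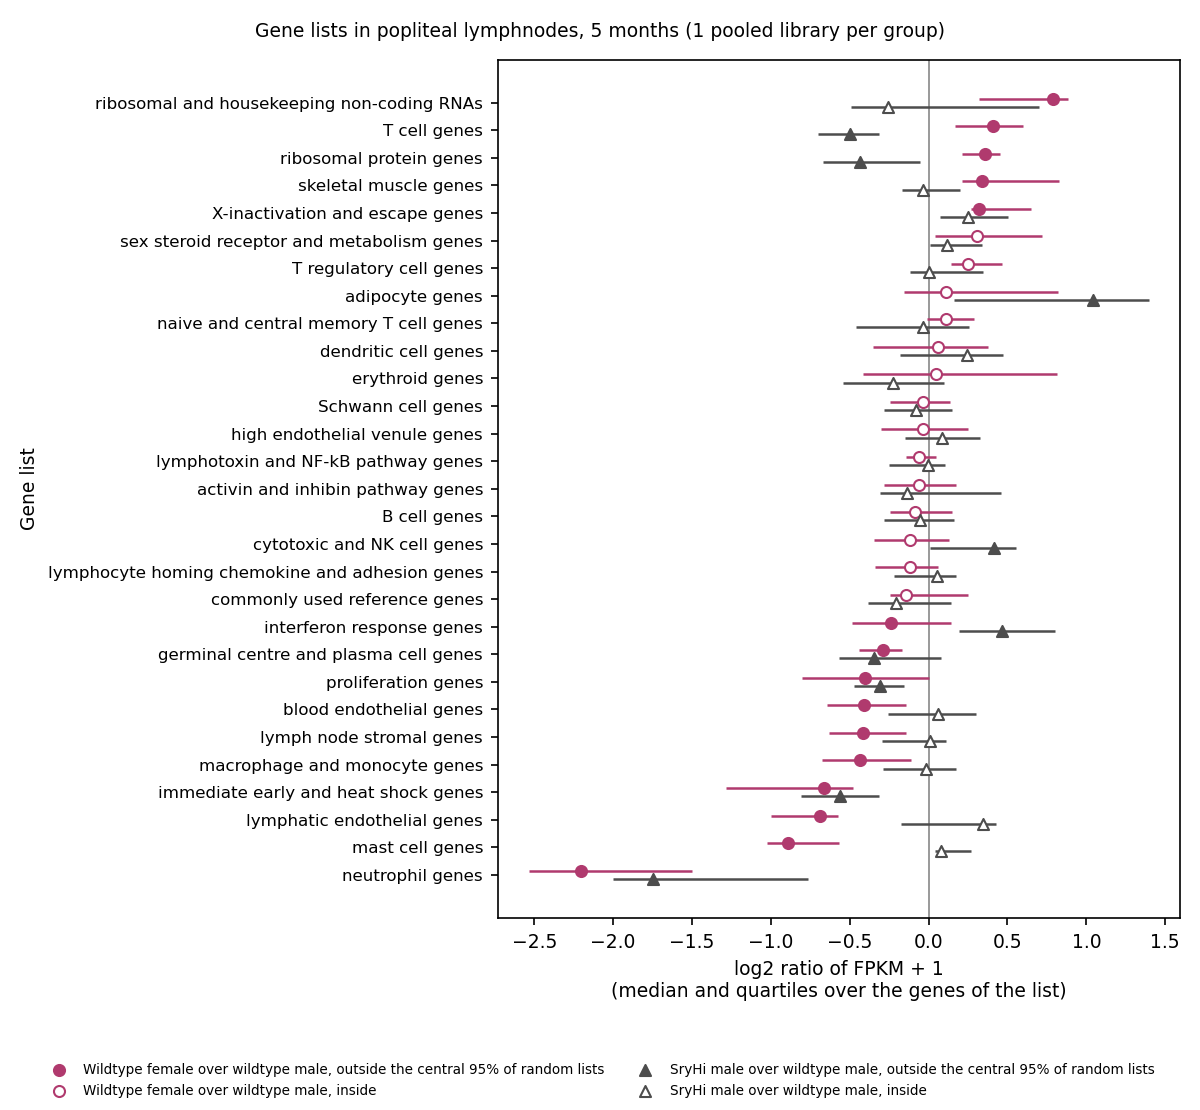
Median (symbols) and quartiles (lines) of the log2 ratio of FPKM + 1 over the genes of each list, for wildtype females (circles) and SryHi males (triangles), each against wildtype males. Filled symbols lie outside the central 95% of random lists; T cell genes sit at 0.41 in females and at -0.50 in SryHi males (1.07 after rescaling to TPM, below the median of all genes on that scale, 1.37), and neutrophil genes at -2.21 and -1.75.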

Since all gene expression is normalized, a change in lymphnode structural cell number, for example, would not be detected by the analyses performed.

In the mice overexpressing Sry, it could have been that extra-gonadal expression of Sry had a direct effect on expression of Glycam1 in the lymphnode. However, castration at 3 weeks completely feminized the number of cells in the popliteal lymphnode at 6 weeks, thereby demonstrating the effect of Sry expression on the lymphnode in both the wildtype and Sry overexpressing situation is indirect and a consequence of the presence of testes.

Sry expression is crucial to the development of the testes and the production of all testicular hormones^27^, including testosterone, activin and inhibin. In male, but not female, mice there is a perinatal surge of testosterone^28^, which has important permanent (organizational) masculinizing effects in a number of tissues^29,30^. However, the effect on the cellular content of the lymphnodes was reversible by castration at 3 weeks, demonstrating the sex difference in the lymphnode is not among the organizational effects of perinatal testosterone. This result does not preclude the existence of reversible, activational effects of testosterone, but given the exaggerated male phenotype in the Sry overexpressing FCG males, one would expect elevated testosterone levels in those mice if this were the case. However, measurement of testosterone levels in adult wildtype and FCG males showed no differences^10^, a finding we have confirmed in limited sampling of neonatal and adult mice in our own laboratory (unpublished data). Therefore, it seems likely that some other secretory product of the testes, such as activin or inhibin^31^, directly or indirectly affects the lymphnode.

Inhibin, which is produced by Sertoli cells in the testes, is required for normal maturation of dendritic cells^32^, which in turn positively regulate the function of high endothelial venules, including the expression of Glycam1^33^. Since inhibin production rises at puberty in both sexes^34^ and the effect of inhibin is to increase Glycam1, inhibin does not appear to be a good candidate for the crucial male factor. Rather, the data suggest that the male profile in our results appears equivalent to partial inhibin knockdowns^32^. Since activins and inhibins have generally counter-regulatory activities^35^, this leads us to our current working hypothesis that the male phenotype is caused by increased production of activin or some other effect that mimics inhibin knockdown. While an attractive hypothesis, the complexity of the activin-inhibin family, activin-inhibin interactions, binding proteins and receptors and effects on the pituitary, means it will take some time to prove or disprove this working hypothesis.

Because our original observations showed sex differences in the footpad DTH response, we focused analyses on the popliteal lymphnode. However, similar sex differences were seen in the adult inguinal lymphnode in regard to T cell numbers and previous work has shown DTH responses in the skin of the ear were also greater in females^6^. Therefore, it seems likely that lymphnodes in general contain more effector and/or fewer T regulatory cells in females compared to those in males. Only one other study has found any sexual dimorphism by measuring T cell numbers, in this case determining adult females had more T cells in the peritoneal and pleural cavities than adult males^36^. However, this study did not assess pre-pubertal sex differences or the relative role of male gonadal secretions. Instead, they focused on the function of female gonadal hormones and were unable to explain the sex differences in T cell numbers by the presence or absence of female gonadal hormones. This agrees quite well with the general finding in the current study that it is the presence of male gonads that creates the sex difference.

While the current study has focused on one aspect of sex differences of relevance to cell-mediated immunity, there are also sex differences in antibody-mediated immune responses and susceptibility to antibody-mediated autoimmune diseases^37^. It is also known that at least some strains of mice exhibit sexual dimorphism of their gut microbiota^38,39^, and the sex-dictated microbiota is capable of influencing not only hormone levels, but also susceptibility to autoimmune disease and general immune function^39–41^. What we have described in the current manuscript is therefore only one part of the sex differences found in immune responses and may even be only one aspect of sex differences important to the very complex DTH response. Nevertheless, it is an intriguing and substantial sex difference.

In summary, the presence of more effector and memory cells and a smaller proportion of T regulatory cells in the female lymphnode creates the potential for larger DTH responses. The mechanism through which female lymphnodes accumulate more effector cells is most likely via greater expression of Glycam1 on high endothelial venules of the lymphnodes. The male phenotype is fully reversible by gonadectomy, and although testosterone may contribute, there is evidence for an important role for other male gonadal secretions. The very different effector and regulatory cell contents of the lymphnodes between the sexes further highlights the importance of examining sex as a variable in analysis of disease progression or treatment responsiveness.

## Methods

### Animals

Animals were housed in a specific pathogen free facility on a 12-hour light/dark cycle. All animal procedures were approved by the University of California, Riverside, Institutional Animal Care and Use Committee and were in accordance with guidelines from the American Association for Laboratory Animal Care. Adult male and female C57Bl/6J mice and Four Core Genotypes (FCG) XY^− +*Sry*^ (C57Bl6/J background) male mice were obtained from Jackson Laboratories and bred to produce the different ages and genotypes investigated. FCG offspring were genotyped using the protocol recommended by Jackson Laboratories.

### Animal Procedures

Delayed-Type Hypersensitivity Responses to *Candida albicans* were initiated by intradermal injection in both flanks of 10 × 10^6^ formalin-fixed cells in a volume of 100 µL Dulbecco’s phosphate buffered saline (DPBS) using the same volume of DPBS as control. Seven days later, footpads were measured by caliper for baseline values, and 50 µL of *Candida albicans* purified antigen (1.4 mg/mL) (Alerchek, Portland ME) were injected into each footpad (in both experimental and control animals). Twenty four hours later, footpads were measured and the average footpad swelling in each animal recorded.

The spleen, both popliteal and both inguinal lymph nodes were collected, the two popliteal or inguinal lymphnodes from each mouse were combined and all tissues gently pressed through sterile 70 µm cell strainers (Corning 352350 Manassas, VA) while suspended in RPMI1640. Cell number was measured using a Cell Scepter (EMD Millipore, Billerica, MA) with a 40 µm sensor.

Gonadectomies or sham surgeries in wildtype mice occurred at 21 days of age, with subsequent experimentation at 6 weeks of age. Ovariectomies of XXF and XYF mice occurred at 10 weeks of age with testing of DTH responses 4 weeks later.

### Flow cytometric analysis

All antibodies were from eBioscience, San Diego, CA, diluted in 0.2% BSA in DPBS (FACS buffer). Fc receptors were blocked by incubation in purified anti-CD16/32 (14-0161) diluted 1:50 for 15 minutes at 4 °C. Cells were then washed with FACS buffer, and resuspended in a mixture of fluorescently-labeled antibodies: 0.5:100 rat anti-mouse CD3 (11-0031), rat anti-mouse CD4 (47-0041), rat anti-mouse CD8 (17-0081), rat anti-mouse CD25 (12-0251), rat anti-mouse CD44 (56-0441), rat anti-mouse CCR7 (45-1971), and rat anti-mouse CD62L (25-0621), or appropriate isotype controls for 1 hour at 4 °C in the dark. For T regulatory cell staining, after Fc block and extracellular staining with anti-CD4 and -CD25, intracellular staining with 0.6:100 rat anti-mouse FoxP3 (45-5773) was performed using an intracellular staining set (00-5523) per manufacturer’s instructions. Most cells were washed, resuspended in FACS buffer and run live on the BD Facs Canto II. T regulatory cell staining, was of fixed and permeabilized cells. FlowJo software was used for analysis, and gates were determined based on either isotype control staining or fluorescence minus one controls. Dot plots of representative gating strategies used in this manuscript are shown in Fig. 9.

**Figure 9:**
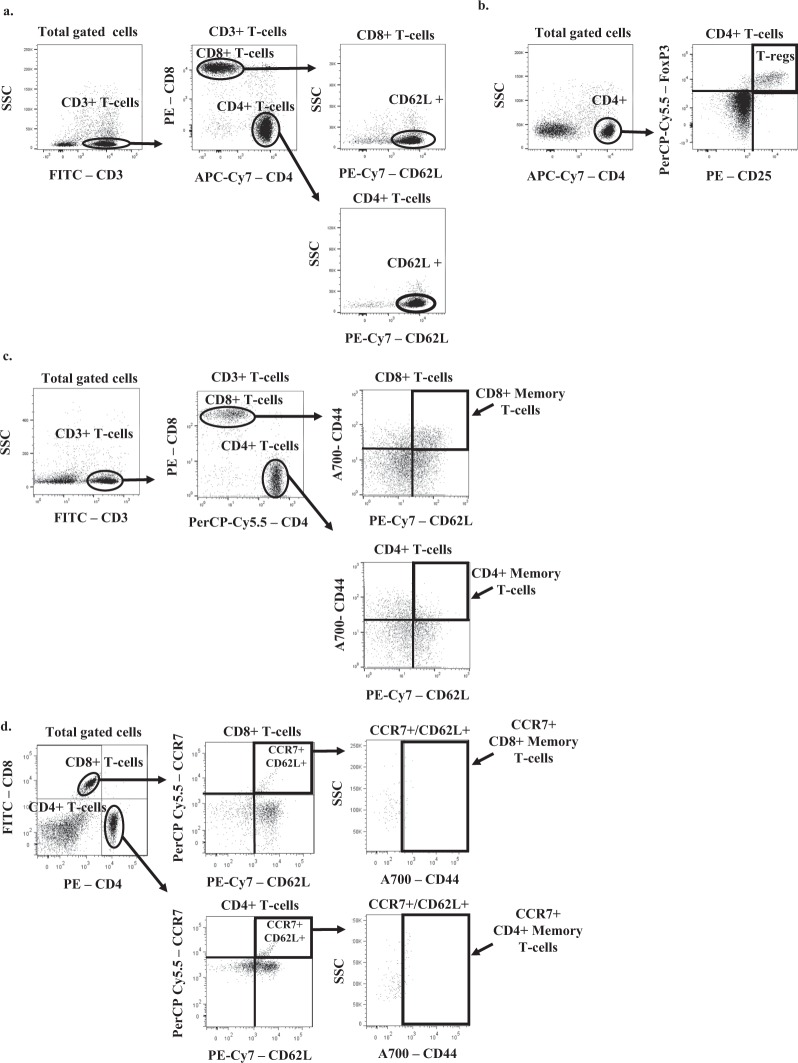
Representative gating strategies used to analyze cell types by flow cytometry. Shown are representative dot plots with gating for CD4+/CD62L+ and CD8+/CD62L+ T-cells (**a**), T-regulatory Cells (CD4+/CD25+/FOXP3+) (**b**), CD4+ Memory T-cells (CD4+/CD44+/CD62L+) and CD8+ Memory T-cells (CD8+/CD44+/CD62L+) (**c**), and CCR7+/CD4+ Memory T-cells and CCR7+/CD8+ Memory T-cells (**d**).

### RNA sequencing, library preparation and analysis

Pooled RNA (*n* = 3–6 or 6 animals per group depending on whether an FCG genotype or wildtype, respectively) was used to make libraries. Whole tissues (parenchyma and stroma) were homogenized and RNA was extracted by Trizol-Chloroform phase separation. RNA was then purified and concentrated using Qiagen Rneasy Mini columns (Valencia, CA). The same amount of total RNA for each sample was used to prepare libraries using the Kapa Biosystems Stranded library preparation kit with Riboerase (Wilmington MA). Libraries were labeled with barcodes from a New England Biosciences kit (Ipswich MA). After library preparation, samples were assessed for quantity and quality by bioanalyzer. Equal amounts of each library were multiplexed and submitted to the facility at University of California, San Francisco, Parnassas, CA for sequencing by Rapid paired end 2 × 50 on the Hiseq2500. Sequencing was per Illumina (San Diego, CA) protocol in rapid run mode. Samtools were used to create bam files^42,43^ to be mapped to the mouse genome using HiSat2^44,45^. Cufflinks was used to assemble transcriptomes from RNA-Seq data and quantify expression. Differentially expressed genes were determined by cuffdiff^46,47^. Only genes with differential expression greater than 2-fold were considered meaningfully different.

### Glycam1 peptidoglycan measurement

Glycam1 is only relatively loosely associated with membranes of the high endothelial venules and incubation of disrupted lymphnodes has been shown to result in movement of Glycam1 into medium^48^. Both popliteal nodes from each animal were used for collection of lymphocytes, as above, and further incubated in 1 ml RPMI 1640 for 2 hours at 37 °C. Cells were washed through the filter with a further 0.5 ml RPMI, pelleted and used for flow cytometry while the supernatant was used to determine Glycam1. Mouse Glycam1 was assayed using a kit obtained from Abbexa (Cambridge, UK). The results are expressed as per ml of conditioned medium.

### Other Statistical Analyses

Statistical significance for non-RNAseq data was determined using the Mann-Whitney test. Sample sizes are indicated in figure legends and data are presented as mean ± Standard Error. *P*-values were designated as follows throughout the manuscript; *P < 0.05, **P < 0.03, ***P < 0.01.

## Data Availability

RNAseq data files used to generate Table 1 have been deposited to NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number (GSE98073). Private access link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ityjeausjtcdzmh&acc=GSE98073.

How the deposited data were processed for this re-analysis (not part of the article)

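RNA of whole popliteal lymphnodes from mice at 5 months of age was sequenced as 1 pooled library per group: 6 wildtype females, 6 wildtype males and 3 SryHi males (FCG XY-Sry+). The libraries were stranded, depleted of ribosomal RNA and read as 2 mates of 50 bases. The paper names HiSat2, Samtools, Cufflinks and Cuffdiff and a fold above 2 as the threshold for a meaningful difference, and gives no version of these tools. The sample labels give mm10 as the genome build. The authors deposited 2 Cuffdiff tables, 1 for wildtype females and males and 1 for SryHi and wildtype males. Each holds 48808 entries with the FPKM of both libraries, which are the authors' values normalized by length and by mapped fragments, and the authors' log2 fold change (log2 of the FPKM ratio), test statistic (a score), p-value, q-value and call. The authors' tables mark 14549 entries as tested for females and males and 14655 for SryHi and wildtype males. In each table 2 lines hold no values and were left out.

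Entries of one symbol were summed, which concerned 231 symbols of 48568. Entries whose status was FAIL, HIDATA or LOWDATA were left out. The log2 ratio of FPKM + 1 was taken between the libraries of 1 table, and genes with a mean of at least 1 FPKM in the pair were kept. A gene was counted as higher or lower at a 2-fold difference. With 1 pool per group there is no spread between replicates, so no test between groups was run, no p-value was computed across mice, and the authors' p-values, q-values and calls are given as those of the authors' deposited tables. Where the text gives the spread of a fold, it is the authors' log2 fold change divided by the authors' test statistic, times 1.96 for a 95% interval; it is a spread of the Cuffdiff model and covers no variation between pools.

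Gene positions, types and transcript lengths come from GENCODE release M21 on GRCm38, in which 98.9% of the symbols have an entry; 89.9% of these lie inside the locus given in the tables. The depth of the libraries is not in the files. It was estimated from genes with 1 transcript, of 3000 to 8000 nt. The most common low value of FPKM times length in kb was taken as that of 1 fragment. This gave about 5.9e+06, 6.7e+06 and 5.3e+06 fragments for the female, wildtype male and SryHi male libraries, from 282, 251 and 264 genes. In the same order, the most common values were 0.17, 0.15 and 0.19. These lie in adjoining bins, so the depths are approximate and the differences between libraries are at the limit of the method. An FPKM of 0 is written as listed at 0, and no fold is given against it.

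The 33 gene lists were fixed before the data were examined and cover cell types of the node and of tissues around it, sex-linked genes, hormone pathways, homing, lymphotoxin and interferon genes, proliferation, immediate early and heat shock genes, ribosomal protein genes, non-coding RNAs and reference genes. The median log2 ratio of a list with at least 3 measured members was placed among 10000 random lists of the same size, matched in 20 bins of mean FPKM. Medians outside the central 95% of the random lists are described as such. Quartiles and a bootstrap standard error (2000 draws) give the spread over the genes of a list; genes are not replicates.

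The genes named in the text follow a rule written before the data were examined. They are the genes the paper names or stains, and the genes called in the authors' deposited tables at a fold above 2. Where the authors' table called more than 30, only the 10 with the largest and the 10 with the smallest ratios at a mean of at least 1 FPKM were taken. To these were added the 10 largest and 10 smallest ratios at a mean of at least 5 FPKM, and the 2 members of each list with the largest ratio in size and the 2 with the highest FPKM. Of the genes under this rule, 2 are not reported here. The values of Glycam1 in Table 1 were seen before the rule was written. Genes outside the rule were chosen after their values were seen: Chst4, Chst2, Fut7, Fut4, Gcnt1 and B3gnt3 among the venule genes of females and males, Zxdb, Armcx4, Gm29650, Cd5l, Hmox1, Sdc3, Slc40a1 and Slpi among the authors' calls for females and males, the genes of the mitochondrial genome that were not called, the neighbours of Tlr7, Erdr1, the histone genes, the milk protein genes, Fos, Pparg, and Ighj1 and Ighj4 for their share of the FPKM total. Krt19, Elf5 and Muc1 of the mammary epithelium list were chosen in the same way.

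Windows of 8 neighbouring protein-coding genes were ranked by their median ratio along each chromosome and compared with 1000 shuffles of the ratios. Nuclear copies of mitochondrial genes were found with BLAST+ 2.17.0 at an identity of at least 99%. The steps were tested on simulated data made from the wildtype male values with counting noise at the estimated depth. Of 100 genes raised 4-fold, 98 were counted as higher, and of 96 genes lowered 4-fold, 92 as lower. Of 15050 unchanged genes, 56 were counted as higher and 46 as lower. A 2-fold change put into the B cell list gave a median of 1.00 at percentile 100, and a window of 8 genes raised 2-fold was found with 7 of its genes. The simulation holds counting noise alone and no variation between pools.

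Alternatives set before the data were examined were a pseudocount of 0.1 or none, no limit on FPKM or a mean of at least 5, rescaling each library to TPM, centring on the median ratio, leaving out small RNA before rescaling, entries of status OK alone, and the wildtype male values of the other table. For the authors' calls they were no limit on the fold, a q below 0.01, adjustment of the authors' p-values over genes with a mean of at least 1 FPKM, autosomes alone, small RNA left out, and an unadjusted p below 0.05 in the authors' tables. Added after the values were seen were protein-coding genes of at least 300 nt, the SryHi male library in place of the wildtype male library (for Glycam1 also rescaled to TPM), and random lists matched on transcript length. The filter by genes that differ between XXF and XYF was not repeated, since those nodes were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.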

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

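The tests of a wildtype male library that stands apart, of the mitochondrial genes and of the X-linked genes were chosen only after the result was seen; the other 4 tests of Glycam1 were set before the data were examined.

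Glycam1, the gene that the paper singles out, had a log2 ratio of 3.08 in wildtype females over wildtype males, and 153 genes had a ratio larger in size. A different scale of the deposited values is argued against by the median ratio of all genes, 0.010. These values were already scaled to each library, so this median cannot show a difference in the total amount of RNA. A larger share of high endothelial venule cells as the whole cause is argued against by the other 19 genes of that list. Their median was -0.056 (bootstrap standard error 0.127). A smaller rise stays open, since the list is not particular to these venules: Emcn, for instance, is also in the blood endothelial list. Milk-producing epithelium, which also makes Glycam1, is argued against by the milk protein genes Csn1s1, Csn2, Csn3 and Wap, none above 0.534 FPKM in females. Epithelium that makes little milk protein is not covered by these genes. The epithelial genes Krt8 and Krt18 had 0.306 and 1.16 FPKM in females and 0 and 0.0851 FPKM in wildtype males. Epcam, at 1.72 and 2.81 FPKM, went the other way. Elsewhere in the mammary epithelium list, Prlr had 3.07 and 0.645 FPKM. Krt19 and Elf5 had 1.10 and 0.600 FPKM in females and were listed at 0 in wildtype males. Muc1, at 0.212 and 0.555 FPKM, was lower in females. At such low values, a trace of epithelium in the female library stays open. Exchanged library labels are argued against by Y-linked genes, of which the highest in the female library was at 0 FPKM. A wildtype male library that stands apart is argued against by the SryHi male library, since the ratio of females to SryHi males was 3.60 at the deposited scale, and 1.66 under TPM, short of the 2 set to count against it but far above the median of all genes on that scale, -1.55. What also stays open is a higher level of Glycam1 within the venules of females, or an effect of 1 or a few of the 6 pooled females. Either of these 2 may give a ratio of this size, and neither was tested.

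In genes that the paper does not discuss, a block of 6 neighbouring genes of the mitochondrial genome (mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l, from 7013 to 10173) was far lower than in wildtype males in both other libraries, with median log2 ratios of -6.74 in females and -6.46 in SryHi males. Less mitochondrial RNA is argued against by the other 7 protein-coding genes of this genome, with medians of 0.30 and 1.17. A shift of the reads to the nuclear copies on chromosome 1 is argued against by the copies, whose summed FPKM was higher in females by 25.5 against 29244 FPKM that the block lacks. A candidate explanation is that reads matching both places were counted for the wildtype male library and set aside for the others: across the 13 genes, which are not independent replicates, the ratio fell with the share of the gene inside the copied span (Spearman rho -0.92 in both comparisons), and less closely with the share under an annotated copy (-0.66 in females), since mt-Atp8, at -7.07, lies in the span without an annotated copy. In wildtype males the copies summed to only 151 FPKM, against 29503 FPKM for the block. The candidate therefore requires that such reads were counted for the mitochondrial genes and not for the copies. No other biological explanation was tested, and how such reads were treated is not stated.

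At the end of the X chromosome, in genes that the paper does not discuss, the 8 neighbours Tmsb4x, Tlr8, Tlr7, Prps2, Msl3, Arhgap6, Hccs and Mid1 (GRCm38, 167207093 to 170005736) were all higher in SryHi than in wildtype males, with a median log2 ratio of 1.03 against 0.08 for females over wildtype males; this was the highest of 12151 windows, while Gm21887, the 1 measured gene beyond them, was at -1.24. As 1 gene at 4.01 FPKM in wildtype males and 1.12 FPKM in SryHi males, Gm21887 sets no edge to the raised stretch. Erdr1, of the region that X and Y share, went the other way, with 2.31 and 44.5 FPKM. Chance neighbours with high ratios are argued against by the shuffles, of which 1 in 1000 gave a window as high (highest 1.15). Higher expression of the whole X chromosome as the whole cause is argued against by the other 376 X-linked genes, whose upper quartile of 0.41 lies below the median of the window (a bound set after the values were seen); a smaller rise along X as a part of it stays open, since their median was 0.200479 where under 0.2 had been set to count against it. An added copy of this X segment in the SryHi mice may account for the pattern, as in the Yaa mutation, which places a distal X segment with Tlr7 on the Y chromosome: without a pseudocount the median ratio was 1.16, where a doubled dose gives 1. It cannot be told apart from a rise in the expression of these genes or of the cells that make them, since DNA was not measured, the genes were picked for their ratios and they range from 0.48 (Tmsb4x) to 1.95 (Tlr7).

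Genes of neutrophils, which the paper names only among cells that infiltrate a challenge site, stood apart in the wildtype male library, with median log2 ratios of -2.21 in females and -1.75 in SryHi males.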

How the results depend on the processing

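The limit to protein-coding genes of at least 300 nt, the SryHi male library in place of the wildtype male library and random lists matched on transcript length were chosen only after the results were seen. With 1 pool per group and about 5.3e+06 to 6.7e+06 fragments per library, small differences and genes of low FPKM could not be resolved, and no alternative replaces replicates. The Glycam1 ratio of females to wildtype males kept its direction and stayed within the spread of the authors' model under all 9 alternatives set beforehand; against SryHi males it was 3.60, and 1.66 with both libraries rescaled to TPM, which was also chosen after the results were seen. Rescaling acts through the few short genes that hold most of the FPKM total: it moved the median of all genes to -0.19 (TPM) and -0.16 (small RNA left out) for females over wildtype males, and to 1.37 and 1.51 for SryHi over wildtype males. Values under it are given in that order, TPM first. For SryHi over wildtype males Glycam1 turned to 1.12 and 1.28, T cell genes to 1.07 and 1.23, germinal centre and plasma cell genes to 1.04 and 1.18, proliferation genes to 0.88 and 1.00, immediate early and heat shock genes to 0.81 and 0.94, and ribosomal protein genes to 1.22 and 1.38. Ccl8 turned to 0.034 and 0.19 and Ighg1 to 0.30 and 0.46; Scarna2 turned to 0.35 under TPM, and Gm23971 and Hmox1 to 0.073 and 0.066 with small RNA left out. For females over wildtype males, skeletal muscle genes turned to -0.087 and -0.0011, and interferon response genes to 0.028 at a mean of at least 5 FPKM.

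Counts of genes at least 2-fold apart followed the limits. Higher and lower in females, 440 and 430 in the text, were 708 and 703 with a pseudocount of 0.1, 229 and 219 at a mean of at least 5 FPKM, 136 and 210 under TPM, 118 and 190 with small RNA left out, and 97 and 189 among protein-coding genes of at least 300 nt, so that the share of higher genes went from 50.6% to 39.3%, 38.3% and 33.9% under the last 3; 787 were higher against SryHi males. Higher and lower in SryHi than in wildtype males were 576 and 645 by the method of the text, 945 and 935 with a pseudocount of 0.1, 887 and 838 with none, 10558 and 119 under TPM, 11719 and 86 with small RNA left out, 295 and 403 at a mean of at least 5 FPKM, and 241 and 239 among protein-coding genes of at least 300 nt. In the authors' deposited tables, no call (0 and 0) had a q below 0.01, and 312 and 503 genes had an unadjusted p below 0.05. For females and males the smallest Cuffdiff p was 5e-05 and the smallest q 0.0177. The limit of 0.01 therefore could not tell stronger calls from weaker ones. Of 25 list medians outside the central 95%, between 20 and 25 stayed outside under each alternative and 24 with lists matched on transcript length. Over all list medians, both comparisons and the alternatives run on them, 464 values moved by less than the bootstrap standard error, 106 by more and 13 turned; of the named genes, 3293 values moved by less than the spread, 591 by more and 7 turned. The cause of the other changes was not tested.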

Differences from the paper's values

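The FPKM of Glycam1 in the 3 libraries matches Table 1, and no value differs from the paper's by more than 1.5 times. For the fold of females over males, the paper's value is 7, and the ratio of the deposited values is 8.49. Among the alternatives set before the data were examined, the fold came to 6.87 with each library rescaled to TPM and to 7.09 with small RNA left out before rescaling; under the others it lay between 8.37 and 8.49.

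The paper states that Glycam1 was the single gene left after genes that differ between XXF and XYF were removed. That filter was not repeated here. Without it, the authors' deposited table holds 56 calls at the paper's stated fold, and 44 with genes on X and Y left out.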

Other observations

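Fos, Pparg, Erdr1, Hist1h2ai and Hist1h3h, the windows and the comparison by transcript length were chosen only after the values were seen; the gene lists were set before the data were examined.

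Both other libraries differed from wildtype males in stress genes, and in single immunoglobulin genes that went both ways. Immediate early and heat shock genes, which respond within minutes to handling or stimulation, had a median log2 ratio of -0.66 in females, with 8 of 17 at least 2-fold lower, and -0.56 in SryHi males; the latter turned to 0.81 when each library was rescaled to TPM, below the median of all genes on that scale, 1.37. Fos had 1.36 FPKM in females, 5.23 FPKM in wildtype males and 3.22 FPKM in SryHi males, and the heat shock gene Hspa1b had 0.892, 7.79 and 1.02 FPKM. The variable segments Ighv5-17 and Igkv12-46 had 257 and 471 FPKM in wildtype males, 23.1 and 37.0 FPKM in females and 22.9 and 42.8 FPKM in SryHi males, while Ighv5-9-1 had 22.3 FPKM in wildtype males and 214 FPKM in SryHi males, and Igkv1-132 was listed at 0 in wildtype males and had 12.0 FPKM in females. Germinal centre and plasma cell genes had medians of -0.29 and -0.35, and proliferation genes -0.40 and -0.31, with both SryHi values above 0 but below the median of all genes after that rescaling; the proliferation median for females moved to -0.19, inside the central 95%, at a mean of at least 5 FPKM. Interferon response genes had a median of -0.24 in females, which was 0.028 at the same limit.

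SryHi males differed from wildtype males in fat and interferon genes. Cfd, the adipocyte protease adipsin, had 45.8 FPKM in SryHi males, 9.77 FPKM in wildtype males and 24.2 FPKM in females; in the same order Car3, a carbonic anhydrase of fat and muscle, had 50.2, 14.0 and 29.2 FPKM, and Pparg, the transcription factor of fat cell formation, had 21.4, 5.13 and 9.09 FPKM. The interferon-induced genes Ifit3 and Mx1 had log2 ratios of 1.43 and 1.19. Erdr1, a gene of the region that X and Y share, had 44.5 FPKM in SryHi and 2.31 FPKM in wildtype males. Of the windows of 8 neighbouring genes, the 5 with the lowest medians all lay in the histone clusters of chromosome 13, the lowest at -1.55; no histone list was set and the low windows were not tested against shuffles. In females, a window of the same chromosome that holds Hist1h2ai and Hist1h3h had the highest median, 0.74. The SryHi male library also had slightly lower ratios for short transcripts: at a mean of at least 5 FPKM the median was -0.06 for genes of 500 to 800 nt and 0.12 for genes of at least 4000 nt, against 0.0039 and -0.0041 for females over wildtype males. Ribosomal protein genes, which are short, had a median of -0.43 in SryHi males, above 0 but below the median of all genes after rescaling to TPM, and 0.36 in females.

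For genes of proteins that the paper stained on T cells, the log2 ratios of females and of SryHi males to wildtype males were -0.15 and -0.02 for Cd44, 0.11 and -0.85 for Ccr7, 0.18 and 0.26 for Il2ra, and 0.21 and 0.37 for Foxp3. The activin and inhibin subunit genes Inha, Inhba and Inhbb were at 0.752, 0.0963 and 0.892 FPKM in females and 0.285, 0.363 and 1.34 FPKM in wildtype males. The list of activin and inhibin pathway genes had medians of -0.06 and -0.14, and that of sex steroid receptor and metabolism genes 0.31 and 0.12.

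The remaining lists are given for females first and SryHi males second. Medians were 0.06 and 0.24 for dendritic cell genes, 0.05 and -0.22 for erythroid genes, -0.03 and -0.08 for Schwann cell genes, -0.06 and -0.00071 for lymphotoxin and NF-kB pathway genes, and -0.15 and -0.21 for commonly used reference genes, all inside the central 95% of random lists. Non-coding housekeeping RNAs had 0.79, outside, and -0.26, inside; skeletal muscle genes had 0.34, outside, and below 0 but above the median of all genes after rescaling to TPM, and -0.04, inside. For females alone, cytotoxic and NK cell genes had -0.11 and adipocyte genes 0.11, both inside; the 4 measured Y-linked genes were listed at 0 in females. For SryHi males alone, the medians inside were 0.09 for high endothelial venule genes, 0.06 for blood endothelial genes, 0.35 for lymphatic endothelial genes, 0.01 for stromal genes, -0.04 for naive and central memory T cell genes, 0.0029 for T regulatory cell genes, -0.06 for B cell genes, -0.02 for macrophage and monocyte genes, 0.08 for mast cell genes, 0.05 for homing genes, 0.25 for X-inactivation and escape genes and 0.46 for Y-linked genes. Sry, a transgene in SryHi males, is 1 of the 5 measured genes behind their Y-linked median. Brown adipocyte, mammary epithelium and keratinocyte genes had fewer than 3 measured members.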
